A study of Arabidopsis thaliana with 6 samples. Its data were reported in "A dominant‐interfering camta3 mutation compromises primary transcriptional outputs mediated by both cell surface and intracellular immune receptors in Arabidopsis thaliana" (2017).

How the data were processed

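Polyadenylated RNA from Arabidopsis leaves was sequenced after preparation with the Illumina TruSeq RNA v2 kit, which does not mark the strand a read came from. The 6 libraries come from wild-type Col-0 plants and from 35S:RPS4 plants, 3 libraries each, grown for 3.5 weeks and taken 2 h after a move from 28 to 19 °C. No library from before the move is analysed here. The deposited values are raw counts of reads per gene, with no normalization, in 1 column per library. The authors name the TAIR10 genome, FastQC 0.11.2, TopHat2 2.0.10 and HTSeq in their processing notes, without the role or settings of each, so the strand setting of the counting is unknown. The closing summary entries of the count table carry the names HTSeq uses, by which reads that matched more than 1 gene or place were left out of the gene counts. These entries, which are no genes, held 6.45 to 8.30% of all counts per library and were set aside. Reads in no gene made 0.905 to 1.11%, ambiguous reads 0.403 to 0.432%, and reads with more than 1 alignment 5.08 to 6.97%.

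The table held 32678 genes, of which 31912 matched a TAIR10.1 gene by locus identifier. That annotation supplied symbols, product names, coordinates and promoter sequence. Every column of counts belonged to a library of the 2 groups. Total gene counts ran from 28659022 to 31007551 per library. A gene without a read in 3 libraries of a group can hold up to 3 counts over the group at 95% confidence. Intervals and floors cover counting error only, since they use the counts pooled over a group and leave out the spread between its libraries. Reads amplified by PCR also carry no molecular identifiers to tell copies apart.

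Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM factors, the default filter on low counts, quasi-likelihood fits with robust dispersions, and genotype as the sole term. A gene was called at a false discovery rate (FDR, Benjamini-Hochberg) below 0.01 and an absolute log2FC above 1, two-sided, the thresholds the study gives. A log2FC is 35S:RPS4 minus Col-0, with its standard error (SE) from the fit. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01 and a threshold of 0.05. Its p-values were adjusted over the lists and over the families separately. Camera asks whether a list moved apart from all other genes. Its version with an estimated correlation, fry, and a version on ranks were run beside it. On simulated data for 18382 genes, changes planted in some of them, the fit called 83% of changes of 1.5 log2 units and 91% of changes of 2.5. It also called 2 unchanged genes, and 7% of random lists had a camera p below 0.05. The simulated genes were drawn independently, so the 7% does not cover lists whose genes move together. The planted changes were also fewer than the calls in the real data and more evenly split by direction.

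Before the data were examined, 26 gene lists and 9 families found by symbol or product name were fixed, with the tests, thresholds and most alternatives. List members were kept where the reference did not pair their identifier with another symbol, which left out 2. Lists with fewer than 5 tested members were not tested. The genes named are RPS4, the 10 largest rises and 10 largest falls among called genes with a mean CPM of at least 5 (counts scaled to a common library size) and groups that did not overlap, the 8 genes the study measured by RT-qPCR, up to 4 members per list with the smallest FDR, called members against their list's direction, and the reference genes. Named outside this rule, after their values were seen, are EDS1, PAD4, EDS16, EPS1, PR1, FMO1, ALD1, PRE1, and the genes that the closing section gives by product name. A gene without any Col-0 count was given as a bound against a floor of 3 counts over the group, and a gene with 1 to 3 Col-0 counts as a ratio with its 95% counting interval. List medians stayed the same with such genes set at their bound.

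The motif VCGCGB, bound by CAMTA factors, was sought on either strand in the 300 bp before each annotated gene start, with the W-box TTGACY, the G-box CACGTG, the heat shock element GAANNTTC, and the control motifs VGCGCB and VCCGGB. Shares of raised or lowered genes were compared with those of all other tested genes by Fisher's exact test (scipy 1.17.1, two-sided, adjusted over 12 tests). This test treats genes as independent, which they are not.

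The labels do not say whether replicates are separate plants, pools or repeat libraries, so p-values measure the spread between these libraries only. Within groups, the chi-square between libraries was 8.31 to 39.7 per gene, far above that of 1 library sequenced again. Deviations from the group mean correlated across genes between libraries of the same number, at 0.43, 0.13 and 0.28 for numbers 1 to 3. Between libraries of different groups and numbers they ran from -0.36 to 0.16, with 0.16 for Col-0 replicate 3 with 35S:RPS4 replicate 2 and 0.13 for Col-0 replicate 2 with 35S:RPS4 replicate 3. The values for numbers 1 and 3 thus lay above all of these and that for number 2 did not. A fit with the replicate number as a block was therefore given attention among the alternatives. Other alternatives were RLE and upper-quartile factors, other filters and thresholds, DESeq2 1.42.0, limma voom, each library left out, and RPS4 left out. Added after the data were seen were the reference genes as anchor, no scaling beyond library size, the omission of both replicate 1 libraries, and a motif background matched on promoter GC content.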

Results

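Transcript levels were measured in leaves of Col-0 and of 35S:RPS4, a line that overexpresses the immune receptor RPS4, a TIR-NBS-LRR protein that guards against bacterial effectors inside the cell. Warm growth at 28 °C holds the receptor's signalling back, and the move to 19 °C releases it. The comparison asks which transcripts differ between the genotypes 2 h after that release, with 3 libraries per group. Total gene counts were 29465338, 28659022 and 30237250 for Col-0 replicates 1 to 3, and 30915309, 31007551 and 29835605 for 35S:RPS4. Between 20736 and 21662 genes had a count in each library, and 18382 genes had enough counts to be tested. Chloroplast-encoded transcripts made 0.395 to 0.532% of gene counts, mitochondrial ones 0.0151 to 0.026%, and the 10 most abundant genes a mean of 9.79% in Col-0 and 9.06% in 35S:RPS4.

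RPS4 (AT5G45250, TAIR10.1 chromosome 5, 18321764 to 18326175, minus strand) was 28.0-fold higher in 35S:RPS4. Its level was 27.1 ± 5.11 CPM (SD, n = 3) in Col-0 and 757 ± 151 CPM in 35S:RPS4, from 668 to 978 counts against 18033 to 24807. The log2FC was 4.81 (SE 0.22, FDR 3.25e-05 by edgeR). Counts per gene do not tell the transgene from the native gene.

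**Figure D1:**
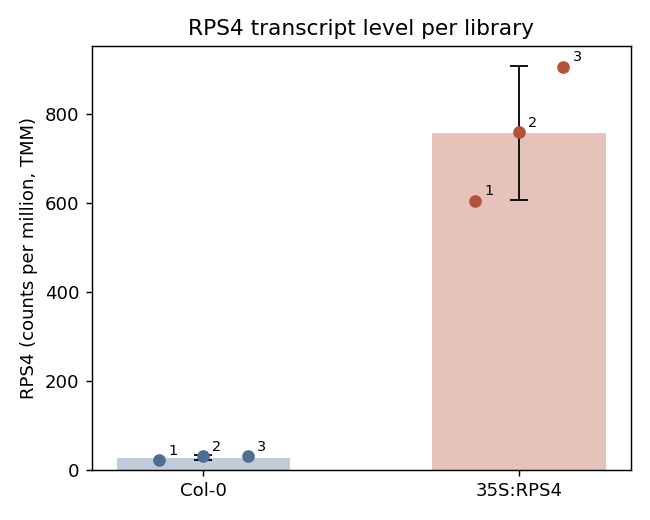
RPS4 level in each library, in CPM with TMM scaling on a linear axis, for Col-0 and 35S:RPS4 (n = 3 per group), with points numbered by replicate. Bars show the group mean and error bars the SD, 27.1 ± 5.11 against 757 ± 151 CPM.

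The libraries parted by genotype. The leading principal component of the 500 most variable genes held 97.6% of their variance and the next held 1.21%. Spearman correlations of log2 CPM were 0.986 to 0.995 within groups and 0.898 to 0.944 between them. On the leading component, 35S:RPS4 replicate 1 lay nearest to Col-0, at 46.9 against 64.9 and 67.6 for replicates 2 and 3. Strongly raised genes were those with a log2FC above 3 and a mean CPM of at least 10 in 35S:RPS4. Over these 379 genes, the median ratio of that library to the mean of replicates 2 and 3 was 0.557, and for RPS4 itself it was 0.726.

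**Figure D2:**
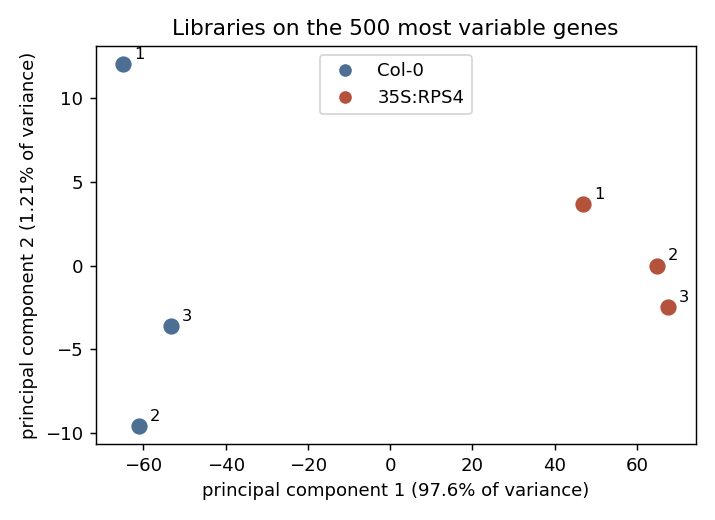
Principal components of log2 CPM over the 500 most variable tested genes, with the share of variance on each axis (97.6 and 1.21%) and 1 point per library. Col-0 libraries lie at -65.0 to -53.3 on the leading axis and 35S:RPS4 libraries at 46.9 to 67.6.

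In 35S:RPS4, 1188 genes were raised and 251 lowered, so 82.6% of the called genes were higher. Among the raised genes, 15 had no read in any Col-0 library and 55 had 1 to 3. The acylhydrolase gene DLAH (AT1G30370) went from 3 counts to 11549, a ratio of 4159 with a counting interval of 1423 to 20171. The metacaspase gene MC8 (AT1G16420) went from 1 count to 4072 (ratio 4399, interval 789 to 173800), and the peroxidase gene PER4 (AT1G14540) from 1 to 2084 (ratio 2252, interval 404 to 88971). The receptor kinase gene CRK39 (AT4G04540) was at least 366-fold higher and AT5G22530 at least 391-fold. From 1 Col-0 count, AT1G20310 was higher by a ratio of 1702 (interval 305 to 67251) and the TIR-domain gene AT1G57630 by 1599 (interval 287 to 63197). Among genes with more Col-0 counts, the log2FC was 10.40 for AT5G39670 and 10.14 for AT3G01830 (not called with limma voom, at 10.08 and an FDR of 0.0143), both of which code for calcium-binding EF-hand proteins, and 10.34 for the calmodulin-like gene CML37 (AT5G42380).

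The largest falls were smaller. Among called genes with a mean CPM of at least 5 and groups that did not overlap, the 10 largest falls ran in log2FC from -2.96 for AT1G47860 to -2.47 for the cold factor gene DREB1A (CBF3, AT4G25480). Among them were the auxin-responsive SAUR-like genes AT4G34760 (-2.90) and AT4G38840 (-2.53), the growth regulator OFP16 (AT2G32100, -2.81), GDU4 (AT2G24762, -2.76), AT1G49470 (-2.69), the sulphur-response gene LSU2 (AT5G24660, -2.68) and RTFL16 (AT3G25717, -2.57). The kelch-repeat F-box gene AT3G59940 fell from 121 ± 19.7 to 21.4 ± 12.9 CPM (SD, n = 3; log2FC -2.50, SE 0.42, FDR 0.00667 by edgeR). The number of lowered genes varied strongly with the libraries used. It was 211 without Col-0 replicate 1, 105 without Col-0 replicate 2 and 99 without Col-0 replicate 3. For 35S:RPS4 it was 337 without replicate 1, 108 without replicate 2 and 128 without replicate 3. Without both replicate 1 libraries it was 404. Raised genes numbered 841 to 1374 with each library left out. With the replicate number as a block, 1329 genes were raised and 330 lowered, and the falls of OFP16 (-2.91), AT3G59940 (-2.63) and DREB1A (-2.47) were no longer called. Without 35S:RPS4 replicate 2, AT4G34760 (-2.69), OFP16 (-2.59), AT1G49470 (-2.57), RTFL16 (-2.48), AT3G59940 (-2.39), DREB1A (-2.38) and AT4G38840 (-2.34) kept their size but missed the FDR threshold. The same held without Col-0 replicate 2 for AT4G34760 (-2.86), OFP16 (-2.72), AT4G38840 (-2.55), AT3G59940 (-2.41) and DREB1A (-2.28), and without Col-0 replicate 3 for OFP16 (-2.83), AT4G38840 (-2.55), AT3G59940 (-2.45) and DREB1A (-2.44). OFP16 also missed it without Col-0 replicate 1 (-2.87) or 35S:RPS4 replicate 3 (-2.46), and AT3G59940 without Col-0 replicate 1 (-2.63). With no filter on low counts, OFP16 (-2.81, FDR 0.0283) and AT3G59940 (-2.50, FDR 0.0410) were not called either.

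Transcription factors of rapid stress responses rose throughout their list. All 17 tested members of the list of other early stress factors rose (17 adjusted over the list alone; median log2FC 6.17, camera adjusted p = 9.95e-85). ERF104 (AT5G61600) went from 7.44 ± 0.776 to 536 ± 71.3 CPM (SD, n = 3; log2FC 6.17, SE 0.15, FDR 1.68e-06 by edgeR). The log2FC was 8.88 for AT5G51190 (ERF105), 5.71 for ERF5 (AT5G47230) and 3.69 for ERF-1 (AT4G17500), all ethylene response factors. Of 23 tested WRKY factors with known stress roles, 15 rose and none fell (17 raised adjusted over the list alone; median 2.40, adjusted p = 9.44e-22). WRKY40 (AT1G80840) went from 0.922 ± 0.256 to 355 ± 106 CPM (log2FC 8.58, SE 0.35), WRKY46 (AT2G46400) rose by 8.497, WRKY53 (AT4G23810) by 6.11 and WRKY22 (AT4G01250) by 2.07. Over all 41 tested WRKY genes, which include these 23, the same 15 rose and none fell (16 raised adjusted over the list alone; median 0.65, adjusted p = 1.81e-09). No WRKY gene outside the list of 23 was thus called over all genes. With an estimated correlation the 3 list calls above were lost, at adjusted p = 0.10, 0.177 and 0.236 in the order given.

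The 8 genes that the study followed by RT-qPCR in other experiments were mostly raised. They are early genes that the study defined on other samples, and CBP60G (AT5G26920), taken for its role in immunity. The study had compared the early genes in these libraries too, so their direction is not independent evidence. Of the 7 tested, 6 rose (6 adjusted over the list alone; median 8.37, adjusted p = 7.05e-19, and adjusted p = 0.115 with an estimated correlation). Beside DLAH and CML37, these were CBP60G and SARD1 (AT1G73805), the master regulators of salicylic acid synthesis, AT4G39670 (9.72) and BON3 (AT1G08860, 5.42). TAT3 (AT2G24850), a tyrosine aminotransferase gene of the jasmonate response, had a log2FC of 1.06 (SE 1.09, FDR 0.609 by edgeR). AT5G41730 had too few counts to be tested, 1 over the Col-0 libraries and 24 over the 35S:RPS4 libraries.

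Part of the salicylic acid pathway rose, among it the regulator genes CBP60G and SARD1. In the list of salicylic acid synthesis and EDS1 signalling, 9 of 16 tested members rose and none fell (11 raised and 1 lowered, EPS1, which is outside the naming rule, adjusted over the list alone; median 1.958, adjusted p = 1.90e-15). CBP60G went from 1.14 ± 0.600 to 380 ± 113 CPM (SD, n = 3; log2FC 8.37, SE 0.46, FDR 6.88e-05 by edgeR) and SARD1 from 8.81 ± 3.54 to 588 ± 156 CPM (log2FC 6.06). The salicylic acid receptor gene NPR3 (AT5G45110) rose by 3.32. Outside the naming rule, and chosen after the values were seen, PAD4 had a log2FC of 4.65 and EDS1 of 3.15, both called, while the synthesis gene EDS16 (ICS1) had 1.11 with an FDR of 0.0124. Of 9 tested salicylic acid response markers, 5 rose (6 adjusted over the list alone; median 1.86, adjusted p = 2.65e-07), with log2FC 3.63 for NIMIN1 (AT1G02450), 3.41 for GRX480 (AT1G28480) and 1.90 for WRKY70 (AT3G56400). WRKY51 (AT5G64810) went from 3 counts to 461, a ratio of 166 (interval 56.5 to 808). The late marker PR1 (AT2G14610), also outside the rule, had 0 counts in all 6 libraries, so it was not detectable at this depth. With an estimated correlation the lists had adjusted p = 0.202 and 0.207. None of 5 tested genes of systemic acquired resistance was called by edgeR, nor adjusted over the list alone (median 0.35, adjusted p = 0.799), with values from -0.07 for NHO1 (GLI1, AT1G80460) to 3.63 (SE 1.41) for EARLI1 (AT4G12480), which rests on 35S:RPS4 replicate 2 (226 counts against 14 and 8, and a log2FC of 0.77 without it), 0.78 for AT5G52810 (SARD4) and 0.35 for AZI1 (AT4G12470). FMO1 and ALD1 of that pathway, outside the rule too, had too few counts, 1 and 1 over Col-0 against 13, all in 35S:RPS4 replicate 2, and 2 over 35S:RPS4.

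Many genes for immune receptors rose, both for those inside the cell and for those at its surface, while others were not called. Of 21 tested NLR receptors other than RPS4, 11 rose and none fell (13 raised adjusted over the list alone; median 1.32, adjusted p = 1.88e-12). The helper NLR genes ADR1-L2 (AT5G04720), ADR1 (AT1G33560) and ADR1-L1 (AT4G33300) had log2FC 3.54, 3.16 and 2.42, and RPP4 (AT4G16860) had 1.32. In the whole class by product name, RPS4 included, 44 of 111 rose and none fell (48 raised adjusted over the list alone; median 0.58, adjusted p = 5.45e-20). Of 16 tested pattern receptors, co-receptors and their kinases, 9 rose (10 adjusted over the list alone; median 1.94, adjusted p = 3.23e-09), among them the chitin receptor gene LYK5 (AT2G33580, 3.85), the Pep peptide receptor genes PEPR2 (AT1G17750, 3.36) and PEPR1 (AT1G73080, 3.26), and the kinase gene BIK1 (AT2G39660, 3.29). Of 16 tested cysteine-rich and wall-associated receptor kinases, 9 rose (11 adjusted over the list alone; median 1.90, adjusted p = 1.18e-08), with 5.64 for WAK3 (AT1G21240), 4.89 for CRK11 (AT4G23190), 4.01 for ARCK1 (AT4G11890) and 1.74 for CRK41 (AT4G00970), which was not called without Col-0 replicate 3 (1.73). By product name, 13 of 30 cysteine-rich receptor kinases rose (17 adjusted over the list alone; median 1.304, adjusted p = 1.40e-07). With an estimated correlation the adjusted p was 0.224 for the NLR list, 0.255 for the class, 0.207 for pattern receptors, 0.231 for the kinase list and 0.236 for the kinase family. Over 67 members of the salicylic acid, receptor and receptor kinase lists, Col-0 replicate 1 lay at a median of -0.56 log2 units from Col-0 replicates 2 and 3, and 63 of the 67 were lower in it. 35S:RPS4 replicate 1 lay at -0.47 from its own group's other libraries over the same members.

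Most of the tested calcium signalling genes, which act early in immunity, rose, as did some of the CAMTA factors, which bind calmodulin. Of 22 tested calcium signalling genes, 14 rose and none fell (14 raised adjusted over the list alone; median 1.80, adjusted p = 6.81e-25). The log2FC was 7.60 for the channel gene CNGC19 (AT3G17690), 7.44 for CML38 (AT1G76650), 6.09 for the calcium pump gene AT3G22910 (ACA13) and 3.20 for TCH2 (CML24, AT5G37770). All 6 tested CML genes by symbol gave 5 rises (5 adjusted over the list alone; median 2.77, adjusted p = 1.44e-10). Of the 6 CAMTA genes, 2 rose (2 adjusted over the list alone; median 0.68, adjusted p = 0.00458). SR1 (CAMTA3, AT2G22300) went from 58.6 ± 5.08 to 258 ± 57.7 CPM (SD, n = 3; log2FC 2.14, SE 0.18, FDR 0.000236 by edgeR) and AT1G67310 (CAMTA4) rose by 2.15. AT5G64220 (CAMTA2) lay just under the fold threshold at 0.997 with an FDR of 0.000617 and was called without Col-0 replicate 2 (1.05), Col-0 replicate 3 (1.003) or 35S:RPS4 replicate 1 (1.08), and AT3G16940 (CAMTA6) had 0.35. With an estimated correlation the adjusted p was 0.115 for calcium signalling, 0.159 for the CML genes and 0.318 for the CAMTA genes. On ranks the CAMTA list had an adjusted p of 0.0857.

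Some genes of the MAP kinase cascade, of defence metabolism, of the oxidative burst and cell death control, and of secretion rose too. Of 13 tested members of the MAP kinase cascade, 7 rose (7 adjusted over the list alone; median 1.71, adjusted p = 2.35e-13). MPK3 (AT3G45640) went from 64.3 ± 14.2 to 1204 ± 292 CPM (SD, n = 3; log2FC 4.23, SE 0.26), and its upstream kinase genes MKK4 (AT1G51660), MKK9 (AT1G73500) and MKK5 (AT3G21220) had 4.08, 3.10 and 1.83. Of 17 tested genes for camalexin and indole glucosinolates, defence compounds made from tryptophan, 10 rose (13 adjusted over the list alone; median 1.79, adjusted p = 7.66e-16), with 6.998 for CYP81F2 (AT5G57220), 5.61 for GSTF6 (AT1G02930), 3.27 for CYP79B2 (AT4G39950) and 1.92 for SOT16 (AT1G74100). Of 15 tested genes of the oxidative burst and cell death control, 6 rose (6 adjusted over the list alone; median 0.71, adjusted p = 5.87e-11). These included BAP1 (AT3G61190, 7.36) and BAP2 (AT2G45760, 7.34), which restrain cell death, the hydrolase gene NUDT7 (AT4G12720, 5.83), and the peroxidase gene PRXCA (PRX33, AT3G49110), which went from 2 counts to 618, a ratio of 334 (interval 92.0 to 2763). Of 14 tested genes of secretion and cell wall defence, 8 rose (10 adjusted over the list alone; median 1.89, adjusted p = 8.35e-10), with 6.15 and 3.27 for the ubiquitin ligase genes PUB23 (AT2G35930) and PUB22 (AT3G52450), which damp immunity, and 6.03 and 3.31 for the syntaxin genes SYP122 (AT3G52400) and SYP121 (PEN1, AT3G11820). With an estimated correlation the adjusted p was 0.177 for the MAP kinase cascade and 0.207 for each of the other 3 lists.

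**Figure D3:**
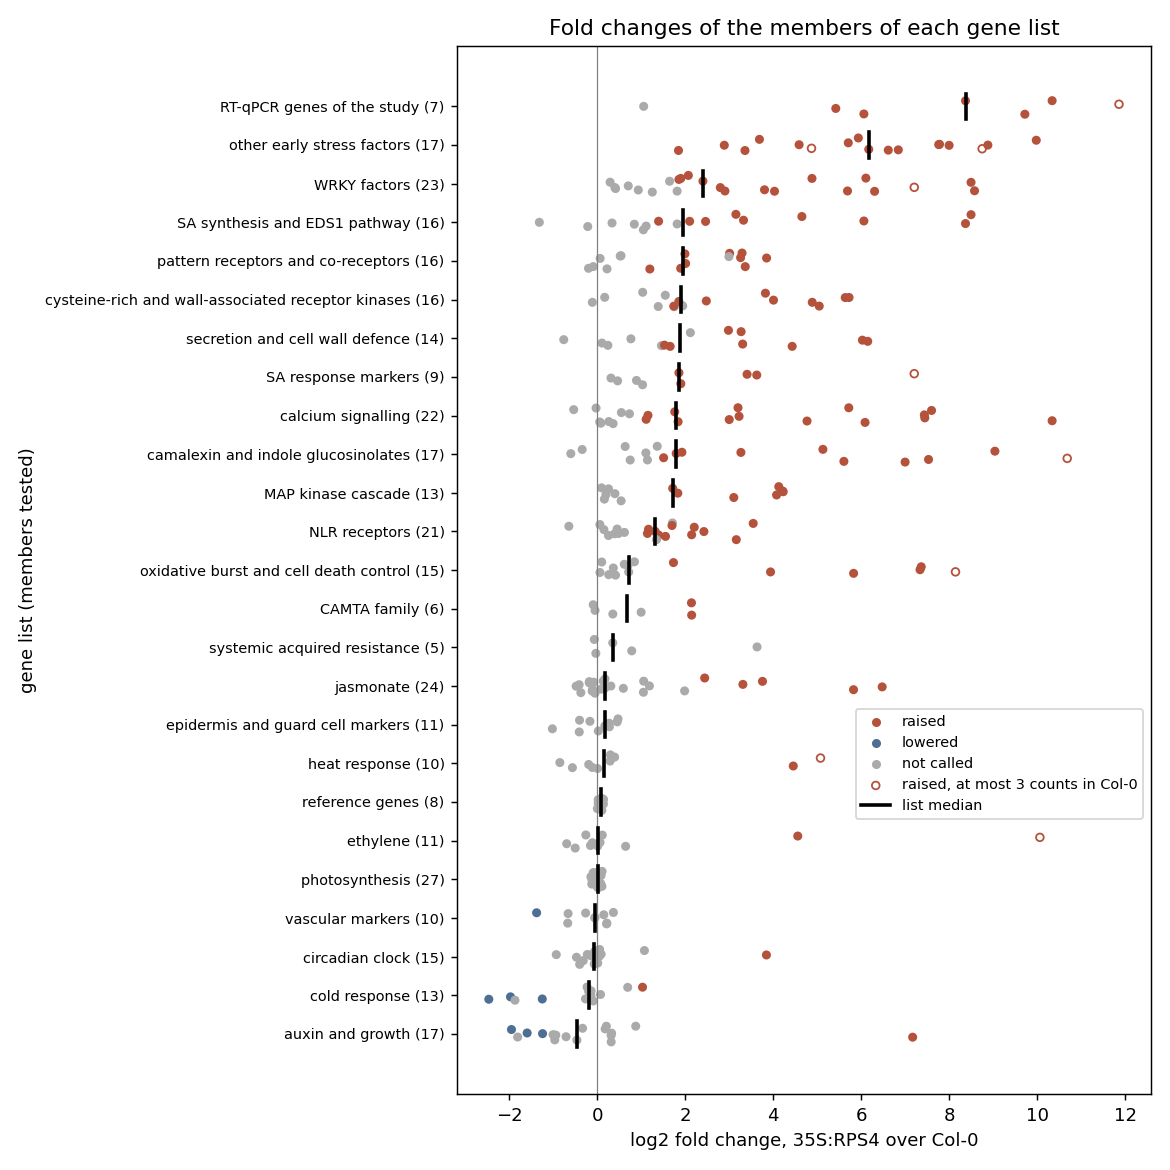
log2FC (35S:RPS4 minus Col-0) of each tested member of the gene lists, 1 point per gene, with the list median as a bar. Open markers are raised genes with at most 3 Col-0 counts, whose fitted value depends on the prior count. The early stress factors had a median of 6.17, and photosynthesis genes one of 0.01, which lay below 0 with upper-quartile, reference-gene and plain library-size scaling.

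Jasmonate and ethylene genes moved in part. Of 24 tested jasmonate genes, 5 rose and none fell (5 raised adjusted over the list alone; median 0.17, adjusted p = 0.000603, and adjusted p = 0.404 with an estimated correlation). The lipoxygenase gene LOX4 (AT1G72520) had a log2FC of 6.48, the synthesis gene AOC3 (AT3G25780) 5.82 (not called with limma voom, at 5.94 and an FDR of 0.0109), the repressor gene JAZ1 (AT1G19180) 3.76 and the regulator MYC2 (AT1G32640) 2.44. Over all 11 tested JAZ genes, 2 rose (2 adjusted over the list alone; median 0.13, adjusted p = 0.0296). For this family the adjusted p was 0.212 with an estimated correlation, 0.144 with the replicate block and 0.0846 without Col-0 replicate 1. Both medians lay below 0 with upper-quartile scaling, which moved the median of all genes to -0.17, and that of the JAZ genes also with plain library size, which moved it to -0.16. Of 11 tested ethylene genes, 2 rose (2 adjusted over the list alone; median 0.01, below 0 with upper-quartile, reference-gene and plain library-size scaling; adjusted p = 0.0575, so the list did not pass). They were the synthesis gene ACS6 (AT4G11280, 4.56) and ERF1 (AT3G23240), which was at least 138-fold higher, while the values were -0.26 for EFE (AT1G05010) and -0.69 for the F-box gene EBF2 (AT5G25350), called at -1.18 without 35S:RPS4 replicate 1. The ethylene list's adjusted p was 0.0445 without Col-0 replicate 1, 0.0427 without Col-0 replicate 3, 0.0303 without 35S:RPS4 replicate 2 and 0.0366 without 35S:RPS4 replicate 3.

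Falls were found among growth genes. Of 15 tested SAUR genes by symbol, which respond to auxin and act in cell expansion, 8 fell and 1 rose (11 lowered and 1 raised adjusted over the list alone; median -2.30, adjusted p = 2.96e-07, and adjusted p = 0.159 with an estimated correlation). Of 17 tested auxin and growth genes, 3 fell and 1 rose (4 lowered and 1 raised adjusted over the list alone; median -0.46, adjusted p = 0.345). The expansin gene EXPA8 (AT2G40610) fell by 1.59 and IAA1 (AT4G14560) fell by 1.24, IAA2 (AT3G23030) had 0.87, and the touch-induced wall enzyme gene TCH4 (AT5G57560) rose by 7.17. The other fall, named outside the rule after its value was seen, was PRE1 (AT5G39860, -1.95, FDR 0.00548). EXPA8 was not called without 35S:RPS4 replicate 2 (-1.60), nor IAA1 without Col-0 replicate 1 (-1.19), Col-0 replicate 3 (-1.15), 35S:RPS4 replicate 2 (-1.21) or 35S:RPS4 replicate 3 (-1.11), while IAA2 was called without Col-0 replicate 1 (1.03).

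Both genotypes had been moved to a cooler place, and cold and heat genes differed little as lists. Of 13 tested cold response genes, 3 fell and 1 rose (4 lowered and 1 raised adjusted over the list alone; median -0.20, adjusted p = 0.0915). DREB1A went from 14.3 ± 3.65 to 2.58 ± 1.22 CPM (SD, n = 3; log2FC -2.47, SE 0.35, FDR 0.00318 by edgeR), CBF1 (AT4G25490) fell by 1.97, GolS3 (AT1G09350) fell by 1.25 and RAV1 (AT1G13260) rose by 1.03. The calls of CBF1 and GolS3 were lost when single libraries were left out, at -2.07 to -1.80 for CBF1 (each library but Col-0 replicate 1) and -1.34 to -1.03 for GolS3 (each but Col-0 replicate 3), and with limma voom on all libraries (-1.89, FDR 0.0182, and -1.22, FDR 0.0143). RAV1 was not called with upper-quartile scaling (0.85), nor without Col-0 replicate 1 (0.87), Col-0 replicate 3 (1.06), 35S:RPS4 replicate 2 (1.096) or 35S:RPS4 replicate 3 (0.96). DREB1A was not called without Col-0 replicate 2 (-2.28), Col-0 replicate 3 (-2.44) or 35S:RPS4 replicate 2 (-2.38). Without Col-0 replicate 3 the list's adjusted p was 0.0427. Of 10 tested heat response genes, 2 rose (2 adjusted over the list alone; median 0.15, below 0 with upper-quartile and plain library-size scaling, adjusted p = 0.0995). These were HSFB2A (AT5G62020, 4.46), a repressing heat shock factor, and HSFA2 (AT2G26150), which went from 1 count to 43 (ratio 46.5, interval 7.90 to 1877). HSFA2 was not called without Col-0 replicate 2, Col-0 replicate 3 or 35S:RPS4 replicate 2, with too few counts for a fold there. Hsp70b (AT1G16030) had -0.85 (FDR 0.0267) and was called at -1.06 without 35S:RPS4 replicate 1. AT5G48570 (ROF2) had 0.30.

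Photosynthesis, clock and cell type genes gave no list call. None of 27 tested photosynthesis genes was called by edgeR, nor adjusted over the list alone (median 0.01, adjusted p = 0.647), with -0.15 for LHCB4.2 (AT3G08940), -0.12 for PSAD-1 (AT4G02770) and LHCA2 (AT3G61470), and 0.11 for RBCS1A (AT1G67090). Of 15 clock genes, 1 rose (1 adjusted over the list alone; median -0.07, adjusted p = 0.950): BOA (AT5G59570), at 3.85. PRR5 (AT5G24470) had -0.93 (-1.24 and called without 35S:RPS4 replicate 1), PCL1 (LUX, AT3G46640) -0.47 and RVE1 (AT5G17300) 1.07 with an FDR of 0.126. None of 11 epidermis and guard cell markers was called, nor adjusted over the list alone (median 0.17, below 0 with upper-quartile scaling, adjusted p = 0.876), with 0.47 for TGG2 (AT5G25980), 0.45 for KAT1 (AT5G46240), 0.28 for MYB60 (AT1G08810) and 0.27 for TGG1 (AT5G26000). Of 10 vascular markers, 1 fell (1 adjusted over the list alone; median -0.06, adjusted p = 0.0995): PXY (AT5G61480), a receptor of vascular stem cells, at -1.38. HB-8 (AT4G32880), SWEET12 (AT5G23660) and SWEET11 (AT3G48740) had -0.66, -0.67 and -0.26. Among markers of other organs 3 were tested and none was called, with 0.66 for SHR (AT4G37650), 0.15 for SCR (AT3G54220) and -0.91 for AG (AT4G18960).

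Transcripts of ribosomal proteins and organelle genomes, and those of reference genes, were close between the genotypes. No gene was called among 303 for ribosomal proteins (adjusted p = 0.511), 77 chloroplast-encoded (0.794) and 30 mitochondrion-encoded genes (0.599), with medians of 0.02, 0.12 and 0.05. All 3 medians lay below 0 with upper-quartile and plain library-size scaling, as did the ribosomal and mitochondrial ones with reference genes as anchor. The 8 reference genes ran from 0.00 to 0.14 with a median of 0.09 (adjusted p = 0.876), and none was called. ACT2 (AT3G18780) had 0.14, AT4G26410 0.14, PP2AA3 (AT1G13320) 0.10, AT5G60390 0.09, PEX4 (AT5G25760) 0.08, AT2G28390 0.02, UBQ10 (AT4G05320) 0.02 and AT4G34270 0.00. All 8 were below 0 with upper-quartile and plain library-size scaling. The median and the direction of camera differed in sign for the photosynthesis, ribosomal, chloroplast, mitochondrial and clock sets, and the mean and median for the clock and the epidermis set. Of the tested genes 29.7% overlap another annotated gene, as do 21.2% of the raised and 13.9% of the lowered genes. Reads in such overlaps may be assigned to neither gene or, in unstranded libraries, belong to the other strand. SARD1, WRKY40, WRKY53, SR1, MKK4, MYC2 and AT3G59940 are among them, each with more counts than its overlapping gene. CRK11 (4003 counts against 23797 of the overlapping gene), ARCK1 (3007 against 9556) and PEPR2 (2224 against 2830) had fewer.

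The study links CAMTA factors to the early immune response, so promoters were searched for their binding motif. It found such motifs enriched upstream of its early genes, most of which it also reports as raised by RPS4 at 2 h. The result below is therefore not independent of that finding. The study gives the core bound by CAMTA factors as CGyG, so VCGCGB covers only part of the motifs it counted. Of 1188 raised genes, 187 (15.7%) had a CAMTA motif in the 300 bp before the gene, against 1263 (7.40%) of 17071 other tested genes with a promoter sequence. The odds ratio was 2.34 (95% interval 1.98 to 2.76; Fisher's exact test, adjusted p = 1.12e-19). The W-box, which WRKY factors bind, stood in 48.8% against 30.3% (odds ratio 2.19, 1.95 to 2.47, adjusted p = 1.14e-36), and the heat shock element in 18.1% against 11.1% (1.77, 1.52 to 2.07, adjusted p = 2.77e-11). The G-box, at 7.15% against 8.04%, did not pass (adjusted p = 0.366). Of the controls with the same bases, VGCGCB stood in 5.39% against 5.93% (adjusted p = 0.527) and VCCGGB in 9.60% against 12.6%, a lower share (odds ratio 0.736, adjusted p = 0.00586) that did not pass against a background matched on promoter GC content (0.877, adjusted p = 0.614) but did against one matched on expression (0.741, adjusted p = 0.0102). Among 251 lowered genes, the CAMTA motif stood in 5.98% (odds ratio 0.734, adjusted p = 0.366), and none of the 6 motifs passed. In wider windows control motifs were scarcer in raised genes, VCCGGB at 500 bp (odds ratio 0.781, adjusted p = 0.00656) and 1000 bp (0.805, adjusted p = 0.00269) and VGCGCB at 1000 bp (0.773, adjusted p = 0.00459). The same held for lowered genes, VCCGGB at 500 bp (odds ratio 0.472, adjusted p = 0.000568) and 1000 bp (0.48, adjusted p = 6.20e-06) and VGCGCB at 1000 bp (0.539, adjusted p = 0.00438).

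**Figure D4:**
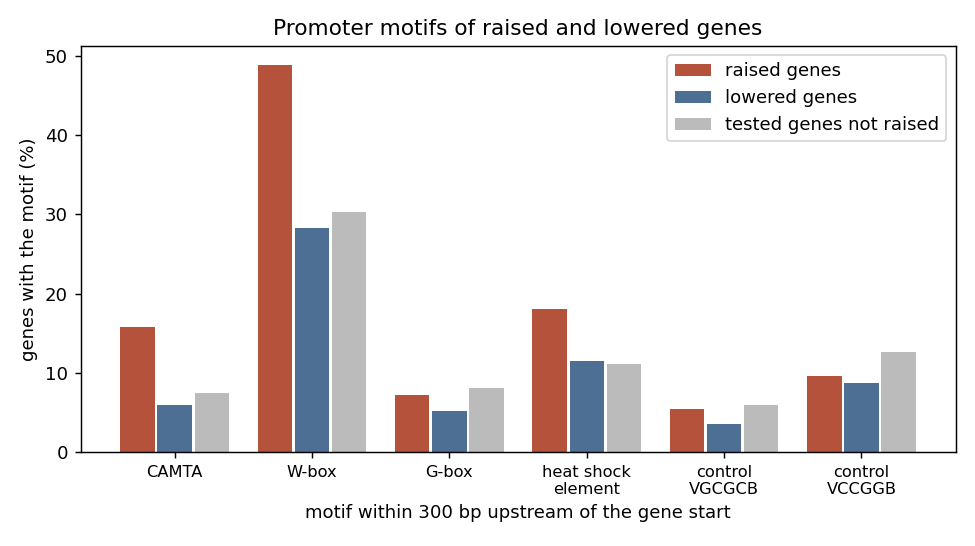
Share of genes (%) with each motif in the 300 bp before the gene start, as bars for raised genes (n = 1188), lowered genes (n = 251) and tested genes with a promoter sequence that were not raised (n = 17071). Raised genes lie above the others for the CAMTA motif (15.7 against 7.40%), the W-box (48.8 against 30.3%) and the heat shock element (18.1 against 11.1%).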

Values the study reported

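For temperature-released RPS4 at 2 h, the study reported 1076 raised and 247 lowered genes, with an absolute log2FC above 1 and an FDR below 0.01.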

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

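No called gene changed direction under any alternative that was run. The rise of RPS4 and the test of the CAMTA motif in raised genes kept their side of the threshold under each of theirs. In lowered genes the CAMTA motif did not pass in windows of 500 and 1000 bp or with either matched background. Its result there with single libraries left out was not recorded. For the CAMTA motif the odds ratio in raised genes ran from 1.71 with a window of 1000 bp to 2.88 with a background matched on promoter GC content. Of 124 named genes, 103 kept direction and call under all alternatives, and over genes and alternatives 55 values lost their call and 12 gained one. Among 34 lists and families, 8 stayed on the same side of the threshold throughout, and none of these 8 was called in the main test. All 21 that were called lost the call when camera used an estimated correlation. A looser or stricter threshold gives more or fewer calls by construction, and fewer samples give fewer. For all other shifts, the gain of calls without replicate 1 libraries included, the cause was not tested. Chosen after the data were seen were reference-gene and plain library-size scaling, the omission of both replicate 1 libraries and the GC-matched background.

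The number of raised genes was 1934 at an FDR below 0.05 without a fold threshold, and 841 to 1374 with each library left out. The number of lowered genes was 391 with upper-quartile scaling, 377 with plain library size, 159 with the stricter filter, 404 without both replicate 1 libraries, 381 at an FDR below 0.05, 1150 without a fold threshold as well, 476 at an FDR below 0.01 without a fold threshold, 99 tested against the fold threshold itself (glmTreat), and 99 to 337 with each library left out. The replicate block kept 1166 of the raised and 233 of the lowered genes.

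With an estimated correlation, camera's adjusted p was 0.202 for salicylic acid synthesis, 0.207 for salicylic acid response, pattern receptors, camalexin and indole glucosinolates, the oxidative burst, and secretion, 0.224 for NLR receptors, 0.231 for cysteine-rich and wall-associated kinases, 0.115 for calcium signalling and the RT-qPCR genes, 0.318 for CAMTA, 0.177 for the MAP kinase cascade and WRKY factors, 0.10 for early stress factors, 0.404 for jasmonate, 0.236 for all WRKY and for cysteine-rich receptor kinases by name, 0.212 for all JAZ, 0.159 for all CML and all SAUR, and 0.255 for the NLR class. This estimate comes from few libraries, whose residual pattern is shared by many genes. On ranks it was 0.0857 for CAMTA, 0.0537 for jasmonate, 0.529 for all JAZ and 0.0423 for cold response. For all JAZ it was 0.368 with voom, 0.144 with the replicate block, 0.0986 without both replicate 1 libraries and 0.0200 to 0.0846 with each library left out. The ethylene list passed at 0.0464 with upper-quartile scaling, 0.0140 without a filter and 0.0440 with reference genes as anchor, and ran from 0.0303 to 0.109 with each library left out. Cold response ran from 0.0427 to 0.135 with each library left out. Over all alternatives the adjusted p ran from 0.00473 to 0.885 for ethylene, 0.0353 to 0.351 for cold response and 0.00332 to 0.529 for all JAZ. By fry, which asks only whether a list's genes move to one side, ethylene passed at 0.00473, heat response at 0.00700, cold response at 0.0353, the clock at 0.0314 and vascular markers at 0.00857, as did all lists called by camera.

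Depth limits the genes near the floor: PR1 and most genes of pipecolic acid synthesis, small heat shock proteins and markers of other organs had too few reads for a fold.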

Other observations

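Chosen only after the results were seen were the split of genes by Col-0 level, the test of TIR-domain architectures, that of the defence gene level in both replicate 1 libraries, that of an equal share of Col-0 RNA, and the counts by product name.

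Product names give a further view of which gene families held called genes, with examples named outside the naming rule. Some of these overlap the fixed sets, as SAUR-like genes, TIR-NBS-LRR genes and EF-hand proteins do. Fisher's exact test was run for 170 product names with at least 10 tested genes in each direction, 340 tests in all, of which 14 passed an adjusted p of 0.05; genes of a family are not independent. Of 44 SAUR-like genes 18 fell where 0.601 were expected (adjusted p = 3.76e-20), while 5 rose. Of 43 TIR-NBS-LRR genes, RPS4 itself included, 26 rose (adjusted p = 2.24e-18), and of 20 genes for VQ proteins, which partner WRKY factors, 10 rose (adjusted p = 1.41e-05), with log2FC 8.54 for AT2G22880 and 7.23 for AT1G78410, against -3.12 for AT4G39720. EF-hand calcium-binding proteins gave 10 rises of 30 (adjusted p = 0.000542), and berberine-bridge-type oxidases 6 of 14 (adjusted p = 0.00585), with 9.07 for AT1G26380 and 1 fall. Of 10 SPFH-domain genes, whose proteins sit in membrane microdomains, 5 rose (adjusted p = 0.00809), with 6.36 for FLOT1 and 3.64 for HIR2. Further rises came from protein kinases (35 of 238, with 2 falls), ankyrin repeat proteins (8 of 31), lectin receptor kinases (6 of 20) and MATE transporters (8 of 36), the last 3 with 1 fall each, and falls from Dof factors (3 of 17, with 1 rise). GRAS factors gave 3 falls of 18 and as many rises. Raised genes were scarce among tetratricopeptide repeat proteins (1 of 258, adjusted p = 9.86e-05) and pentatricopeptide repeat proteins (0 of 183, adjusted p = 0.000542).

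Within the immune receptor genes the rise differed by architecture. The 10 tested genes with a TIR domain but neither NBS nor LRR had a median log2FC of 5.19 and 7 were raised, against a median of 1.29 and 34 raised of 62 TIR-NBS-LRR genes, RPS4 among them (permutation p = 0.00147, two-sided). The medians were 0.74 for 10 TIR-NBS genes and 0.43 for 28 CC-NBS-LRR genes. The TIR-NBS genes also lack the LRR and had a lower median than the full receptors, a difference that was not tested. Among the 10 genes with a TIR domain alone, 5 are neighbours on chromosome 1, AT1G72900 to AT1G72940, so they are not independent and may share reads.

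The raised genes had few exons. Their mean was 3.79, against 5.80 to 6.96 in 10000 random sets of the same size matched on mean expression, and 32.6% had a single exon against 14.3% of other tested genes. The lowered genes had a mean of 2.21, which was not compared with matched random sets. How far the gene families among the called genes account for these means was not tested.

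Raised genes outnumbered lowered genes by 4.73 to 1. A shift from the scaling is argued against as the whole explanation, since the ratio stayed at 2.83 or more over 5 scalings. Its size did depend on the scaling, at 2.83 with upper-quartile factors and 2.90 with plain library size. All 5 scale each library by its own counts, so a change in total RNA would not show. The ratio of 12.8 in genes with the higher mean CPM (681 raised and 53 lowered) is partly built in, since a rise lifts a gene's mean. Split by the Col-0 level alone, genes above the median CPM gave 333 raised and 88 lowered, a ratio of 3.78 (95% exact binomial interval 2.98 to 4.84, genes taken as independent), which argues against too few counts to call falls as the whole explanation. What remains open is how far the ratio depends on the spread of single libraries, as lowered calls moved more in proportion than raised calls when 1 was left out. Lowered calls numbered 211, 105 and 99 without Col-0 replicates 1 to 3, and 337, 108 and 128 without 35S:RPS4 replicates 1 to 3.

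The library 35S:RPS4 replicate 1 lay nearer to Col-0 than its group. Col-0 RNA mixed into it would lower nearly every strongly raised gene, as seen (a share of 0.00528 was higher in it). It would need a share of 0.475 by the raised genes (95% bootstrap interval over genes 0.465 to 0.483) but 0.216 by the lowered genes (0.173 to 0.243). These intervals take genes as independent and hold no spread between libraries. Within that limit the unequal shares argue against mixing as the whole explanation. A response less far advanced could leave lists at different stages, and their median ratios spanned 0.417. Early stress factors (0.644 over 16 raised members) did not lie above salicylic acid response markers (0.868 over 4), so such a response cannot be told apart without other time points. The ends of the span rest on few genes, those 4 markers and 5 jasmonate genes (0.451). A lower defence level shared by both replicate 1 libraries would lower the salicylic acid, receptor and receptor kinase lists in Col-0 replicate 1 too. Their members deviated by -0.56 there, against a lowest value of -0.14 in 10000 matched random sets (permutation p = 0.0001, the smallest they can give). The sets draw genes at random, whereas list members move together, so this p-value covers genes of 1 library and not the spread between libraries. A condition of that replicate's plants, or RPS4's own lower level there (a ratio of 0.726), was not tested further.

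The genotypes differed widely at 2 h. A different time of day at harvest is argued against by the clock genes, whose median absolute log2FC was 0.132, although the evening genes had a median of -0.40 and the morning genes 0.03. An immune state of 35S:RPS4 that was running well before the move cannot be told apart: PR1 had 0 counts in all 6 libraries, and PR2 and PR5 had a median of 0.677 (SE 0.332), below the 1 that such a state would need but not by more than the error. No library from before the move is analysed here, so the difference may hold a part that was there at 28 °C. Of the 10 splits of the 6 libraries into groups of 3, the real split called 1439 genes and the highest other 0. Each other split mixes the genotypes in both groups, so their difference widens the spread within groups and calls were unlikely from the start. The splits therefore cannot decide whether the calls arose by chance, and 10 splits are too few for a share under 0.05. The same limit holds for the other splits that part all 3 pairs of like-numbered libraries, which called 0 too.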
